A study of Homo sapiens with 9 samples.

How the data were processed

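Polyadenylated RNA was sequenced from IMR-90 cells, a line of primary human lung fibroblasts, in 9 libraries. Per the labels' protocols, the cells came from a repository at passage 11, were grown for 5 further passages before the experiment, and were kept in medium with 10% serum at 3% oxygen. ENU (N-ethyl-N-nitrosourea) is an alkylating agent that ethylates DNA bases. It was added at 50 µg/mL in each of 9 cycles, and collection took place 7 days after the last treatment unless the authors state otherwise. RNA came from frozen cell pellets and libraries were made by a commercial service, per the labels' protocols. Groups were taken from the treatment label: control cycle 1, control cycle 9 and ENU cycle 9, with 3 libraries each. The batch label gives each library the letter A, B or C, and every group has 1 library of each letter. The short titles of the cycle 1 libraries carry a letter that the labels do not explain, so the treatment label alone was used for the group.

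The authors deposited 1 gene table per library and 1 table of the whole series. Per the file headers, each library's table is RSEM output with expected counts, TPM (transcript abundance scaled to a fixed sum) and an effective length for 62750 genes; an expected count is a read count that RSEM shares out between genes by likelihood and need not be whole. The aligner, the RSEM version, the genome build and the annotation are not stated in the labels. The TPM values were made by the authors from the same RSEM runs and carry no depth. The series table holds a filtered and normalized signal for 16132 genes, per the file headers, and in every library this deposited signal equals the rounded expected count times one factor for that library in 100% of its genes. It also gives positions, gene types and the gene GC percent, which the authors added to the deposited table. The filter behind it is not stated. Of the 14406 genes with a position there and an entry in GENCODE release 29, 99.2% lay on the same chromosome with a start within 50 kb on GRCh38, so positions in the text are those of the deposited table on GRCh38. Symbols came from a table of gene names, which matched 62672 gene identifiers. No row was without a gene. The second pseudoautosomal copies, 47 rows, stayed as deposited.

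Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with the groups as input, which left 14828 genes, and library sizes were scaled by TMM. Differential expression was tested with edgeR's quasi-likelihood F test, two-sided, on all 9 libraries with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes of each comparison. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are counts divided by the TMM-scaled library size, as edgeR gives them, and log2 CPM values used a prior count of 2. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with Python 3.11.15 and matplotlib 3.10.9 for tables and plots.

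The batch letters pair the libraries, since the labels give the letter as a shared batch. The deviations from the group means, correlated across genes, gave 0.426, 0.612 and 0.797 for letters A, B and C between control cycle 9 and ENU cycle 9. The same correlations were 0.0986, 0.201 and 0.224 between control cycle 1 and control cycle 9, and 0.0609, 0.217 and 0.223 between control cycle 1 and ENU cycle 9. Different letters gave up to 0.353 between the cycle 9 groups and up to 0.216 between control cycle 1 and control cycle 9, above the values of letters A and B there, so the pairing of A and B between the control groups rests on the labels and not on these values. Between control cycle 1 and ENU cycle 9 the highest value of different letters was 0.124, below that of letter B and above that of letter A. The common dispersion was 0.115 without the letter, which is a biological coefficient of variation of 33.9%, and 0.0589 with it. The fit with the letter as a replicate block is given beside each count of called genes or lists that it changed.

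A panel of 18 genes and 14 gene lists were written down before the data were examined. The panel included CDKN1A, MDM2, GDF15, CDKN2A, CDKN2B, LMNB1, HMGB2, MKI67, TOP2A, IL6, CXCL8, MGMT, MSH6, ACTA2 and COL1A1; its remaining genes entered the counts and are not reported here by name. The lists held p53 targets, cell cycle G1/S and G2/M genes, secretory factors of senescence, interferon-stimulated genes, myofibroblast and matrix genes, genes of base excision, mismatch and nucleotide excision repair, cytosolic heat shock genes, unfolded protein response genes, cholesterol synthesis genes, mitochondrially encoded mRNAs and cytosolic ribosomal proteins. Each list was tested with camera in limma at a preset correlation of 0.01, adjusted over the 42 tests together, with fry and an estimated correlation beside it. Genes to be named were, in each comparison, the 4 largest positive and 4 largest negative log2 fold changes among called genes with a symbol, a mean log2 CPM of at least 2 and the same direction in all 3 letter pairs. That rule named no gene, because no gene was called. The same rule was then applied to the fits with the replicate block, and MMP1, TMEM176A and TMEM176B were singled out for the ENU comparison; all of these were chosen after their values were seen.

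Fold changes of comparisons that share a group were correlated across genes, beside 20 simulated data sets of unchanged groups of each of 2 kinds. In one kind every library varied independently with the dispersion of the unblocked fit, and in the other the cycle 9 libraries of a letter shared their deviations. The relation to gene length was Spearman's rho across genes per letter pair, and within-group spread was the median over genes of the SD of log2 CPM between the 3 libraries of a group. GC percent was known for 91.7% of tested genes and genomic span for 97.2%.

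The alternatives were RLE and upper-quartile scaling, DESeq2, limma-voom, no filter, at least 10 counts in every library, the effective length as an offset, the replicate block with and without that offset, only the 6 libraries compared, protein-coding genes only, stricter thresholds, limma on log2(TPM + 1), log2(TPM + 0.1) or log2(signal + 1), and leaving out each library. After the data were examined, these were added: the block with only 6 libraries, also with the GC correction or thinning described next, DESeq2 with the block, the genes of the authors' table as the filter, the block with a correction for each library's trend on GC percent, and all libraries thinned to the smallest total with and without the block. The scripts were tested on simulated data in which 200 genes were changed 2-fold or 4-fold. With letter deviations shared by all groups, the unblocked fit recovered 8.00% of the 2-fold and 78.5% of the 4-fold changes in the ENU cycle 9 against control cycle 9 layout, over 14444 and 14420 genes, and the blocked fit 87.5% and 96.5%. Without shared deviations, both fits recovered 0 of the 2-fold changes there and the unblocked fit 71.5% of the 4-fold changes, over 14516 and 14508 genes.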

Results

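Gene expression was measured in IMR-90 lung fibroblasts at the start and at the end of a course of repeated mutagenesis, to ask how a raised burden of somatic mutations affects primary human cells. Cultures treated 9 times with 50 µg/mL ENU were compared with untreated cultures of the same cycle, and untreated cultures of cycle 9 with untreated cultures of cycle 1. Each of the 3 groups had 3 libraries, 1 from each of the batches A, B and C. The summed expected counts were 21474043 to 24080227 per library in control cycle 1, 23146843 to 26975822 in control cycle 9 and 18629530 to 19154345 in ENU cycle 9. All 3 ENU libraries were therefore shallower than any control library. Between 13812 and 14846 genes per library had at least 10 counts. The 10 most abundant genes took 11.0% to 14.8% of the counts of a library.

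No pair of libraries agreed within sampling noise. The chi-square per gene, which is near 1 for repeated sampling of one library, was lowest at 6.35 between control cycle 9 A and ENU cycle 9 A, and lay between 21.6 and 182 for libraries of the same group. The SD across genes of the log2 CPM difference was 0.50, 0.53 and 0.46 between ENU and control libraries of letters A, B and C at cycle 9, against 0.53 to 1.08 between libraries of the same group, where control cycle 9 A and B gave the lowest value. The first principal component held 39.9% of the variance and placed both cycle 9 libraries of letter C, at -51.7 and -58.3, apart from the 4 cycle 9 libraries of letters A and B, at 34.9 to 61.2. The control cycle 1 libraries lay at -19.4, -5.91 and -48.1 for A, B and C. The second component, 20.5% of the variance, held control cycle 1 A and B at 62.2 and 49.4 and all other libraries below 0.

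**Figure D1:**
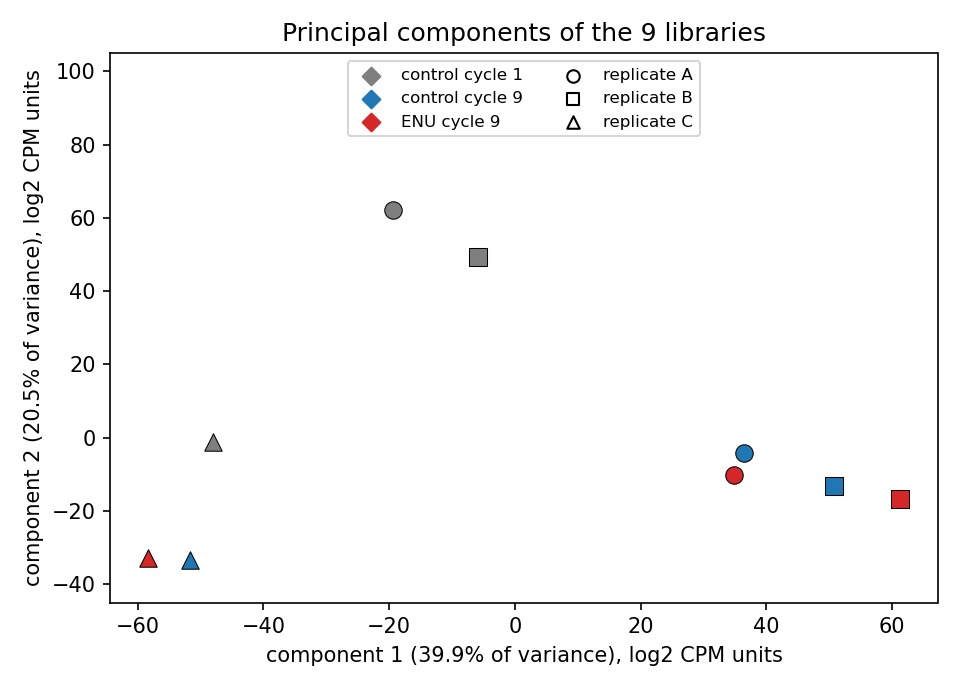
First and second principal components of the log2 CPM values of 14828 genes, 1 point per library, with colour for the group and shape for the replicate letter. Control and ENU libraries of the same letter lie next to each other at cycle 9, and letter C lies at -51.7 and -58.3 on the first component.

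The comparison of ENU cycle 9 with control cycle 9 asks what repeated treatment left behind in the transcriptome. Of 14828 genes tested with edgeR's quasi-likelihood test, 0 had a Benjamini-Hochberg adjusted p under 0.05, and 56 had an unadjusted p under 0.05, where 5% of the tested genes would be 741. Because libraries of a letter resembled each other across these groups, the unblocked test is conservative here, and the 3 other splits of the 6 libraries that part all letter pairs gave 33 to 36. The smallest adjusted p was 1. The median size of the log2 fold change was 0.096, and 275 genes had a log2 fold change of at least 1 in either direction. The values of the groups did not overlap for 543 genes, or 3.66%, where chance gives 10% for 3 exchangeable libraries against 3, which the pairing by letter also lowers. With the replicate letter as a block, 0 genes were called and 153 had an unadjusted p under 0.05. A fit of the 6 cycle 9 libraries alone with the replicate block, chosen after the data were examined, called 2 of 14254 genes and gave 801 an unadjusted p under 0.05, where 5% of the tested genes would be 713. The alternative that moved the count most was that fit with a GC correction, which called 5 of 13288 genes: FMO2, FGL2, TMEM176A and TMEM176B as lower and MMP1 as higher with ENU. DESeq2 with the block, also added later, called 2 genes, MMP1 as higher and FGL2 as lower, and did not call FMO2.

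The genes called in that 6-library fit were FMO2 and FGL2, both named after their values were seen. FMO2 (ENSG00000094963.14, chromosome 1, 171185249 to 171212686 on GRCh38) had 31.1 ± 24.8 CPM (SD, n = 3) in control cycle 9 and 9.95 ± 7.02 CPM in ENU cycle 9. Its log2 fold change was -1.64 (SE 1.24, adjusted p 1) without the block and -1.55 (SE 0.14, adjusted p 0.00737) in the 6-library fit. FGL2 (ENSG00000127951.8, chromosome 7, 77193369 to 77199848) had 63.0 ± 38.8 CPM in control cycle 9 and 33.2 ± 18.9 CPM in ENU cycle 9. Its log2 fold change was -0.92 (SE 0.73, adjusted p 1) without the block and -0.88 (SE 0.098, adjusted p 0.0287) in the 6-library fit. Both genes were lower with ENU in 3 of 3 letter pairs. Their libraries of letter C stood far below the others in either group, with FMO2 at 4.42 and 2.30 CPM. TMEM176A and TMEM176B, neighbours on chromosome 7, were lower with ENU in 3 of 3 pairs with log2 fold changes of -0.91 (SE 1.26) and -0.85 (SE 1.18), and neither was called without the GC correction. MMP1 (ENSG00000196611.6, chromosome 11, 102789401 to 102798160) rose from 7.69 ± 1.14 to 14.3 ± 2.88 CPM, a log2 fold change of 0.90 (SE 0.19, adjusted p 1), with 3 of 3 pairs higher. It was also called by DESeq2 with the block and not in the 6-library fit without the GC correction, where its adjusted p was 0.0597.

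**Figure D2:**
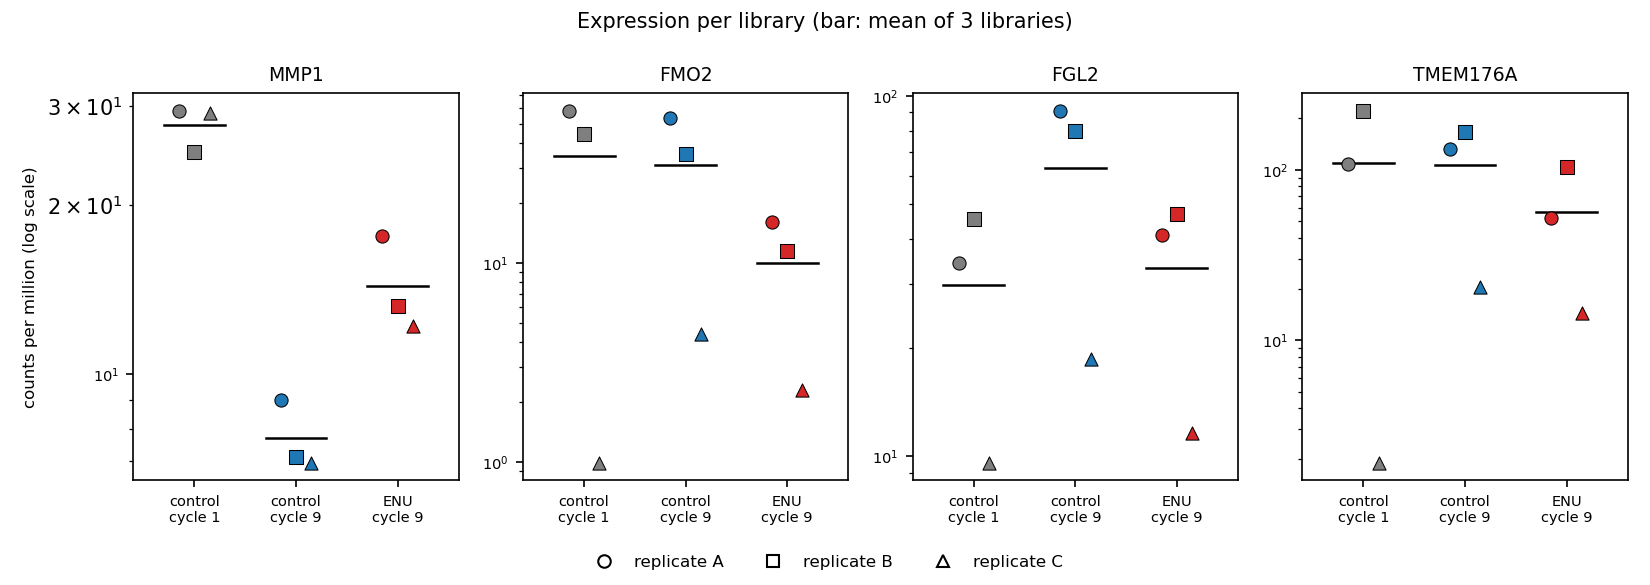
Normalised counts (CPM) of MMP1, FMO2, FGL2 and TMEM176A in each of the 9 libraries on a logarithmic axis, with a bar at the mean of each group and shape for the replicate letter. FMO2 falls from a mean of 31.1 to 9.95 CPM between control and ENU at cycle 9, while its letter C libraries lie at 4.42 and 2.30 CPM.

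Among the 18 panel genes, 0 were called between ENU cycle 9 and control cycle 9, and 0 when adjusted over the list alone. None had an unadjusted p under 0.05, and the log2 fold changes ran from -0.39 for IL6 to 0.22 for GDF15. CDKN1A changed by 0.14 (SE 0.43) and MGMT, whose product removes alkyl groups from guanine, by 0.11 (SE 0.20). The mismatch repair gene MSH6 changed by -0.04 (SE 0.11). Each of these differences was smaller than its standard error without the block. In the blocked fit of the 6 cycle 9 libraries, CDKN1A changed by 0.195 (SE 0.091), with 3 of 3 pairs higher. GDF15 changed by 0.227 (SE 0.107), IL6 by -0.353 (SE 0.166) and MGMT by 0.102 (SE 0.101) there. MSH6 changed by -0.044 (SE 0.080), still less than its standard error. That fit called 0 panel genes over all genes and 0 over the list alone.

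Control cycle 9 was compared with control cycle 1 to show what changed over the course of the experiment without ENU. No gene was called (0 of 14828), and the smallest adjusted p was 0.0669, for MMP1. An unadjusted p under 0.05 was found for 1586 genes, where 5% of the tested genes would be 741. The groups did not overlap for 2376 genes, or 16.0%, against 10% by chance. With the replicate block, 102 genes were called, 59 higher and 43 lower at cycle 9, and 2799 had an unadjusted p under 0.05. The blocked fit of only the 6 libraries compared called 0 of 14398 genes. DESeq2 called 306 genes without the block.

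The named-gene rule, applied to the 102 blocked calls after their values were seen, gave SPOCK1, CEMIP, DNER and EGLN3 as higher and DSG2, SOX11, SAMD11 and MMP1 as lower at cycle 9, each in 3 of 3 pairs. SPOCK1 (ENSG00000152377.14, chromosome 5, 136975298 to 137598379) rose from 29.99 ± 9.93 to 142 ± 29.01 CPM, a log2 fold change of 2.24 (SE 0.28, adjusted p 0.0845) without the block and 2.27 (SE 0.15, adjusted p 0.0143) with it. MMP1 dropped from 27.8 ± 2.54 to 7.69 ± 1.14 CPM, a log2 fold change of -1.85 (SE 0.19, adjusted p 0.0669) without the block and -1.86 (SE 0.14, adjusted p 0.0143) with it. SOX11 (ENSG00000176887.7, chromosome 2, 5692384 to 5701385) dropped from 30.5 ± 7.22 to 5.49 ± 1.502 CPM, a log2 fold change of -2.48 (SE 0.38, adjusted p 0.148) without the block and -2.49 (SE 0.22, adjusted p 0.0205) with it. The blocked log2 fold changes of the others were 2.48 for CEMIP, 2.93 for DNER, 2.67 for EGLN3, -3.07 for DSG2 and -2.27 for SAMD11, with adjusted p from 0.0205 to 0.0210. EGLN3 had 4.42 CPM in control cycle 9 C, below both 7.33 and 8.74 CPM in control cycle 1 A and B, and DNER had 7.31 CPM there, below 8.64 CPM in control cycle 1 B, so these calls rest on the pairing.

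Of the 18 panel genes, 0 were called between control cycle 9 and control cycle 1 over all genes and 0 when adjusted over the list alone, where the lowest value was 0.0601. With the replicate block, 2 were called over all genes, LMNB1 and HMGB2, and 9 over the list alone. The blocked fit of only the 6 libraries compared called 0 over all genes and 5 over the list alone. CDKN1A rose from 481 ± 160 to 1384 ± 627 CPM, a log2 fold change of 1.53 (SE 0.44, adjusted p 0.320), but its differences in letter pairs A, B and C were 2.39, 1.92 and 0.038, so letter C hardly changed. LMNB1, which encodes lamin B1, dropped from 52.8 ± 28.3 to 22.0 ± 10.8 CPM, a log2 fold change of -1.26 (SE 0.44, adjusted p 0.368) without the block and -1.24 (SE 0.14, adjusted p 0.0249) with it. HMGB2 changed by -0.94 (SE 0.26, adjusted p 0.315), and the block gave it an adjusted p of 0.04999. Without control cycle 1 replicate C the unblocked change of LMNB1 was -0.74, but that fit keeps control cycle 9 C without its partner. Within letter pairs A, B and C, LMNB1 changed by -1.32, -1.10 and -1.30. The log2 fold changes of MDM2, CDKN2B, MGMT and CXCL8, which had an unadjusted p under 0.05, were 0.44 (SE 0.15), 0.87 (SE 0.30), -0.54 (SE 0.20) and -3.09 (SE 1.10). CXCL8 had 196, 127 and 4.62 CPM in letters A, B and C of control cycle 1, so its change was lower in 2 of 3 pairs. The 11 remaining panel genes lay between -0.999 for MKI67 and 0.87 for GDF15.

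Between ENU cycle 9 and control cycle 1, 0 of 14828 genes were called, the smallest adjusted p was 0.0622, and 1750 genes had an unadjusted p under 0.05. The groups did not overlap for 2349 genes, or 15.8%. With the replicate block, 271 genes were called, 123 higher and 148 lower, and 2928 had an unadjusted p under 0.05. The blocked fit of only the 6 libraries compared called 0 of 14201 genes. The blocked fits shared 92 called genes between this comparison and that of control cycle 9 with control cycle 1, all 92 in the same direction. A further 179 were called here alone and 10 there alone. Whether those effects differ is the comparison of ENU cycle 9 with control cycle 9, in which the blocked fit of all libraries called none. That fit cannot settle it, because its common dispersion of 0.0589 lies above the 0.00933 of the blocked fit of the 6 cycle 9 libraries. MMP1, called between the control groups, was called between ENU and control at cycle 9 by DESeq2 with the block and by the 6-library fit with the GC correction. The rule, applied to the blocked calls after they were seen, gave DNER, EGLN3, SPOCK1 and CEMIP as higher, with blocked log2 fold changes of 2.64, 2.504, 2.49 and 2.39, and EPB41L3, ELN, DSG2 and SOX11 as lower, with -3.85, -3.20, -3.00 and -2.80. ELN had 326 CPM in control cycle 1 C against 20.4 and 19.2 CPM in A and B. Its unblocked log2 fold change of -3.65 became -1.03 without that library, but that fit keeps ENU cycle 9 C without its partner. Within letter pairs A, B and C, ELN changed by -2.15, -3.19 and -3.85, so it was lower in each. EPB41L3 moved from -2.65 to -5.26 without ENU cycle 9 replicate C, a fit that keeps control cycle 1 C without its partner. Its differences in letter pairs A, B and C were -4.59, -4.92 and -1.88. Of the panel, 0 genes were called over all genes and 3 over the list alone: CDKN1A, LMNB1 and HMGB2, each with an adjusted p of 0.0369 there. The block called 3 over all genes, LMNB1, HMGB2 and MKI67, and 9 over the list alone. With only the 6 libraries compared, the block called 0 over all genes and 7 over the list alone. CDKN1A had a log2 fold change of 1.66 (SE 0.44), LMNB1 of -1.57 (SE 0.44), HMGB2 of -0.94 (SE 0.26) and MKI67 of -1.32 (SE 0.50). The MKI67 value became -0.69 without control cycle 1 replicate C, in a fit that keeps ENU cycle 9 C without its partner. Within letter pairs A, B and C, MKI67 changed by -0.83, -0.996 and -1.72.

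Gene lists were tested with camera, which asks whether a list moved apart from the other tested genes. Between control cycle 9 and control cycle 1, 8 of 14 lists had an adjusted p under 0.05 over the 42 tests. The median log2 fold change was -0.98 for the G1/S list (adjusted p 6.4e-14), with 33 of its 34 genes lower, and -0.86 for the G2/M list (adjusted p 5.8e-17), with 37 of 37 lower. The p53 target list had a median of 0.45 (adjusted p 1.2e-09, 35 of 39 genes higher), but its medians in letter pairs A, B and C were 0.90, 0.73 and -0.04. The mismatch repair list had a median of -0.36 (adjusted p 5.6e-05), and 4 of its 22 genes were also in the cell cycle lists; without them the median was -0.27. The other called lists were base excision repair at -0.22, cholesterol synthesis at 0.39, the unfolded protein response at 0.20 and ribosomal proteins at -0.10; without control cycle 9 replicate C, which leaves letter C in control cycle 1 alone, these last medians were -0.0098 and 0.022. Without control cycle 1 replicate C, the medians were -0.49 for G1/S and -0.45 for G2/M, and both lists were still called. That fit keeps control cycle 9 C without its partner. The G1/S medians in letter pairs A, B and C were -0.74, -0.97 and -1.11, and the G2/M medians -0.997, -0.77 and -0.88. The lists not called had medians of -0.47 for senescence secretory factors, 0.22 for interferon-stimulated genes, -0.09 for myofibroblast and matrix genes, 0.10 for nucleotide excision repair, 0.0020 for heat shock genes and 0.15 for mitochondrially encoded mRNAs. Between ENU cycle 9 and control cycle 1, 6 lists were called, with medians of -1.23 for G1/S, -1.08 for G2/M, 0.48 for p53 targets, -0.37 for mismatch repair, -0.16 for base excision repair and 0.25 for cholesterol synthesis.

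Between ENU cycle 9 and control cycle 9, camera called 4 lists, with medians of -0.27 for G1/S (adjusted p 2.2e-07), -0.20 for G2/M (adjusted p 0.0355), -0.13 for cholesterol synthesis (adjusted p 0.00122) and 0.098 for ribosomal proteins (adjusted p 2.8e-06). The G1/S medians in letter pairs A, B and C were 0.11, -0.40 and -0.50 and the G2/M medians 0.17, -0.06 and -0.56, so neither list moved the same way in all 3 pairs. The ribosomal protein medians were -0.0033, 0.088 and 0.24. The cholesterol synthesis medians were -0.145, -0.206 and -0.033, lower in all 3 pairs. In the fits that each left out 1 library, the cholesterol synthesis median lay between -0.21 and -0.027. Without control cycle 9 replicate C the median was 0.0099 for G1/S, 0.27 for G2/M and -0.05 for ribosomal proteins, but that fit keeps ENU cycle 9 replicate C without its partner and so includes the difference between letters. No camera call in any of the 3 comparisons held under fry or under an estimated correlation without the block. With the replicate block, camera called the same number of lists in each comparison, and fry called 0 lists between ENU and control at cycle 9, 4 between control cycle 9 and control cycle 1 (G2/M and base excision, mismatch and nucleotide excision repair) and 5 between ENU cycle 9 and control cycle 1 (these and G1/S). With the block and an estimated correlation, 0 lists were called in each comparison, with 0, 0 and 1 at an unadjusted p under 0.05. The mean log2 CPM score of the G2/M list relative to the mean of all libraries was 0.65 ± 0.59 (SD, n = 3) in control cycle 1, -0.26 ± 0.60 in control cycle 9 and -0.39 ± 0.26 in ENU cycle 9.

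**Figure D3:**
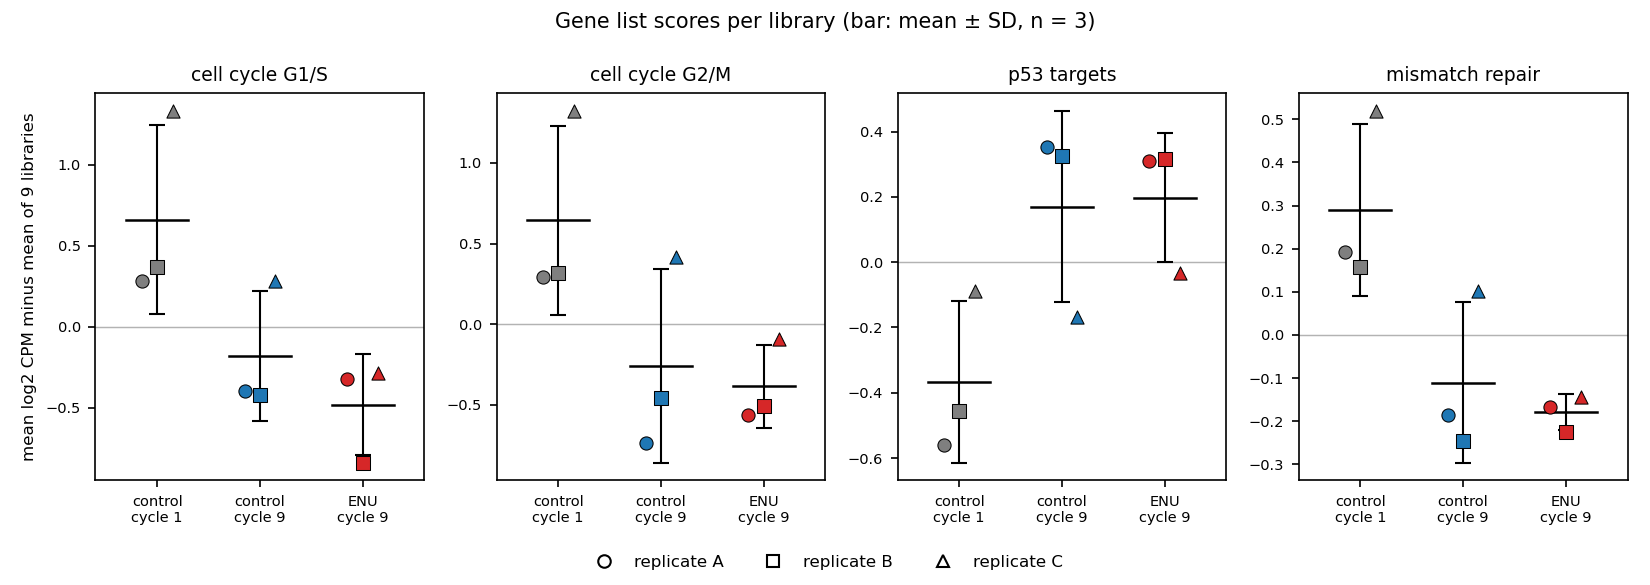
Mean log2 CPM of 4 gene lists in each library, relative to the mean of the 9 libraries, with mean ± SD bars for the 3 libraries of a group and shape for the replicate letter. The G1/S and G2/M lists lie lower in both cycle 9 groups than in control cycle 1 for each letter, and the p53 list rises in letters A and B.

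The log2 fold changes of the 2 comparisons with control cycle 1 were correlated across 14828 genes with a Pearson r of 0.873 and a Spearman rho of 0.865; genes are not independent replicates, and no p is given. Both comparisons use the same control libraries, so unchanged groups would also correlate. Simulated unchanged groups with independent libraries gave a Pearson r of 0.501 ± 0.0145 (SD over 20 simulated sets), and those in which cycle 9 libraries of a letter shared their deviations gave 0.825 ± 0.00631. The blocked fits shared 92 called genes, against at most 0 in the simulated sets with independent libraries and at most 6 in those with shared deviations. With shared deviations, the blocked fit called genes in 8 of the 20 unchanged sets in either comparison with control cycle 1. It called at most 7 for control cycle 9 and at most 9 for ENU cycle 9, where the data gave 102 and 271. Deviations in the simulated sets were drawn separately for each gene. Real deviations may be shared by many genes, so these maxima, and those of the shared calls, need not bound the counts of unchanged cultures. The fold changes of ENU cycle 9 against control cycle 9 correlated at -0.227 with those of control cycle 9 against control cycle 1, for which the simulations gave -0.492 ± 0.0151 and -0.277 ± 0.0166. They correlated at 0.278 with those of ENU cycle 9 against control cycle 1, for which the simulations gave 0.507 ± 0.0155 and 0.313 ± 0.0174.

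Fold changes had no shared relation to gene length. Spearman's rho with effective length for ENU against control at cycle 9 was 0.0113, 0.00526 and -0.217 in letter pairs A, B and C, a mean of -0.0667 ± 0.130 (SD, n = 3), with a two-sided exact sign-flip p of 1. For control cycle 9 against control cycle 1 the mean was 0.0484 ± 0.0940 (exact sign-flip p 0.50), and for ENU cycle 9 against control cycle 1 it was 0.0151 ± 0.0784 (exact sign-flip p 0.75). With 3 pairs, the smallest p is 0.25. Spread between replicates was also compared, to ask whether treated cultures diverged from one another. The median SD of log2 CPM between the 3 libraries was 0.2998 in control cycle 1, 0.273 in control cycle 9 and 0.307 in ENU cycle 9. The difference between ENU and control at cycle 9 was 0.034, with an exact permutation p of 0.60 (two-sided, 10 splits, smallest possible 0.1). It was -0.12 without ENU cycle 9 replicate C. The exact permutation p was 0.80 for control cycle 9 against control cycle 1 and 1 for ENU cycle 9 against control cycle 1. In each comparison, 6 of the 10 splits put both libraries of a letter in one group. Such splits are not exchangeable with the real one where libraries of a letter resemble each other, as between ENU and control at cycle 9. The permutation test therefore cannot decide whether treated cultures diverged.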

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

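The blocked fit of only 6 libraries, also with GC correction or thinning, DESeq2 with the block, the filter of the authors' table, the block with a GC correction, both thinned fits and fry with the block were chosen after the data were examined. The other alternatives were planned. Where a count moved, the cause was not tested unless a cause is given.

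Between ENU cycle 9 and control cycle 9, the count of called genes was 2 in the blocked fit of the 6 libraries, 5 in that fit with the GC correction, 1 in that fit after thinning and 2 in DESeq2 with the block. It was 0 in the other alternatives (in DESeq2 without the block with 71 genes at an unadjusted p under 0.05). No panel gene was called in this comparison in any alternative. For control cycle 9 and for ENU cycle 9 against control cycle 1, where 0 genes were called, DESeq2 called 306 and 443 genes, no filter on low counts 18 and 23, and limma on log2(TPM + 1) 3 and 2. For ENU cycle 9 against control cycle 1, at least 10 counts in every library gave 6 genes and protein-coding genes only gave 5; both test fewer genes.

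The replicate block called 102 and 271 genes in these comparisons with control cycle 1, and 2 and 3 panel genes. The block lowered the common dispersion of the 6 libraries compared from 0.104 to 0.0777 and from 0.110 to 0.0846 there, and from 0.107 to 0.00933 between ENU and control at cycle 9, so the low dispersion of the blocked fit of all 9 libraries, 0.0589, comes largely from the cycle 9 pairs. With the effective length offset the block called 52 and 173 genes (1 and 4 panel genes), with the GC correction 360 and 582 (4 and 4), on libraries thinned to the smallest total 64 and 261 (1 and 3), and in DESeq2 1063 and 1173 (6 and 7). DESeq2 without the block called 2 and 3 panel genes. With only the 6 libraries compared, the block called 0 genes in both, with 1885 and 1744 genes at an unadjusted p under 0.05. The block newly called 21 of the printed values of single genes, and changed the call of no list under camera. It raised the lists called by fry and the panel genes called over the list alone in both comparisons with control cycle 1, as given with those results, and changed no other call. 

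Leaving out 1 library keeps its letter partner in the other group, so these fits include the difference between letters. In them the genes called ranged from 0 to 3 for control cycle 9 and from 0 to 2 for ENU cycle 9, both against control cycle 1. The highest count in each was reached without control cycle 1 replicate C, and for ENU cycle 9 also without ENU cycle 9 replicate C.

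Fry in place of camera called 0, 0 and 0 lists in the 3 comparisons, where camera had called 4, 8 and 6, and an estimated correlation also called 0, 0 and 0. Fry with the replicate block called 0 lists between ENU and control at cycle 9 and 4 between the control groups. Lists called between ENU and control at cycle 9 ranged from 3 to 7 across the 6 fits that each left out 1 library, with 7 without ENU cycle 9 replicate C. Across those fits the medians in that comparison ranged from -0.44 to 0.0099 for G1/S, -0.43 to 0.27 for G2/M, -0.054 to 0.21 for ribosomal proteins, -0.12 to 0.12 for p53 targets and -0.15 to 0.12 for myofibroblast and matrix genes. Between the control groups they ranged from -0.0098 to 0.28 for the unfolded protein response, -0.20 to 0.022 for ribosomal proteins, -1.24 to -0.49 for G1/S and -1.31 to -0.45 for G2/M, with the smallest cell cycle changes without control cycle 1 replicate C and the largest without control cycle 9 replicate C. Both cell cycle lists were called in all 6 fits. Between the control groups LMNB1 ranged from -1.75 to -0.74 and MKI67 from -1.63 to -0.36. Over all lists and alternatives, 61 values were no longer called, 18 became called and 9 reversed.

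Leaving out 1 letter, the correlation between the comparisons with control cycle 1 ranged from 0.832 to 0.845, that of ENU against control at cycle 9 with control cycle 9 against control cycle 1 from -0.305 to -0.193, and that with ENU cycle 9 against control cycle 1 from 0.252 to 0.370. Over called genes alone it had no value, since 0 genes were called. The length relation was -0.0599 in pair A alone for the control groups, 0.0983 in pair B alone for ENU cycle 9 against control cycle 1 and -0.217 in pair C alone for ENU against control at cycle 9. Leaving out 1 library, the difference in spread ranged from -0.120 to 0.196 for ENU against control at cycle 9, from -0.189 to 0.0874 between the control groups and from -0.146 to 0.121 for ENU cycle 9 against control cycle 1. With the mean of each letter removed, the differences were 0.0169, -0.0826 and -0.0657, so only the last changed its direction there.

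Depth differed between groups, and thinning all libraries to the smallest total without the block left 0 genes called in each comparison, with 50, 1547 and 1720 genes at an unadjusted p under 0.05.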

Other observations

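The splits of the unblocked comparisons were tests chosen only after the result was seen, as were the fits of 6 libraries with the block and the tests with thinning or GC correction. The oxygen-sensing and amino acid lists were written after the leading genes of replicate C had been seen and without those genes, before the lists were tested.

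Replicate C stood apart from A and B at cycle 9. Setting both cycle 9 libraries of letter C against the 4 of letters A and B, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 6144 of 14254 genes, 2887 higher in C and 1785 changed at least 2-fold. A letter is 1 batch carried in a control and an ENU culture, so this compares these libraries and not kinds of culture. The tables argue against depth and GC content as its whole cause: 6027 genes were called after thinning to the smallest total, and 5956 of 13288 after a GC correction, against 5939 of the same genes without it. A list of 29 amino acid response genes had a median log2 fold change of 1.18 in C, with 24 higher and 27 called, above the range of -0.31 to 0.13 of random lists matched on expression. Each library's score was the median over the list of log2 CPM minus the mean of the library's own group. This score was 0.79 in control cycle 9 C and 0.81 in ENU cycle 9 C but 0.091 in control cycle 1 C. In letter B it was 0.11 in control cycle 1, -0.51 in control cycle 9 and -0.48 in ENU cycle 9. In letter A the same scores were -0.16, -0.29 and -0.25. Such scores compare letters within a group only, so they cannot show whether C rose or A and B fell after cycle 1. At cycle 9 letter C stood above A and B, while in control cycle 1 it lay between them. The unfolded protein response list, scored relative to the mean of the 9 libraries, was also higher in letter C at cycle 9. Its scores were 0.40 in control and 0.30 in ENU, against -0.30 to -0.0049 in A and B. A stress on amino acid supply may be part of the difference, but it was not told apart from other stress. A list of 26 oxygen-sensing genes had a median of -0.21, inside the random range of -0.30 to 0.15, with 17 lower and 12 called. Its score was lowest in letter C in each group, at -0.36, -0.082 and -0.14 against 0.045 to 0.22 in A and B, already at cycle 1, and a weaker oxygen response cannot be told apart from no change. Medium, handling, collection day and a mislabelled sample were not tested, and the design names no biological difference between letters.

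Without a block, 10 of the 10 splits of the 6 libraries gave as many called genes as the real one in each of the 3 comparisons, which says nothing because the real count was 0. For ENU against control at cycle 9, the real split gave 56 genes with an unadjusted p under 0.05. The 3 other splits that part all letter pairs gave 33 to 36, and the 6 splits that keep letters together gave 76 to 2754. For control cycle 9 against control cycle 1, the real split gave 1586 such genes, the most of the 10, and the others gave 106 to 1178. For ENU cycle 9 against control cycle 1, it gave 1750 and 1 other split gave more, 1763. With the block in all 9 libraries, 4 of the 4 swaps within letters gave as many called genes for ENU against control at cycle 9, again because the real count was 0. The real assignment gave 153 genes with an unadjusted p under 0.05 and the other swaps 66, 101 and 79. For control cycle 9 and for ENU cycle 9 against control cycle 1, 1 of the 4 swaps gave as many as 102 and 271 genes, the real one, and the others gave 0. Neither 10 splits nor 4 swaps can bring that share under 0.05.

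The lower cell cycle lists at cycle 9 in untreated cells did not come from depth, GC content or replicate C alone. The mean over letter pairs of the G2/M median was -0.94 ± 0.13 (SD, n = 3) after the GC correction and -0.89 ± 0.12 after thinning, and it was -0.88 over pairs A and B. Slower division of cells kept longer in culture may account for it, with LMNB1 and HMGB2 lower in 3 of 3 pairs. CDKN1A rose by 2.39 and 1.92 in pairs A and B and by 0.038 in pair C. The G2/M list fell by 0.88 in pair C, about as much as in the others, but its score in control cycle 9 C was 0.41, above the 0.29 and 0.32 of control cycle 1 A and B. Cell density at collection and the time between collections were not tested, and cycle and collection cannot be separated in this design.

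FMO2 and FGL2 were lower with ENU in the blocked fit of the 6 cycle 9 libraries, yet 2 of the 4 swaps within letters gave as many called genes: the real one with 2, and the swap of letter C with 6. After thinning, 1 of these 2 genes was called (FGL2 had an adjusted p of 0.0781), so a part for depth cannot be told apart for FGL2. After the GC correction, 2 of 2 were called, among 5 genes in all. The 801 genes with an unadjusted p under 0.05 in that fit had a median SD of 0.379 between the untreated cultures of cycle 1, above the range of 0.256 to 0.289 of random lists matched on expression. FMO2 lay at percentile 99.9 and FGL2 at percentile 94.6 of that spread. This spread lies between letters, which the block removes, so the test of spread does not bear on changes within letters. The blocked fit itself set the ENU difference against its variation between letter pairs. With 1 culture per letter and group, the spread between untreated cultures of the same letter and cycle was not measured.

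One RNA could not be assigned to a locus. The lincRNA genes ENSG00000280614, ENSG00000280800 and ENSG00000281181 on the minus strand of chromosome 21 (8393419 to 8394341, 8210384 to 8211306 and 8437629 to 8438551 on GRCh38 in GENCODE release 29) held the same count in every library, as reads shared equally between copies would give. Each copy had 10175, 20488 and 15015 counts in letters A, B and C of control cycle 1, 26294, 29300 and 2695 in control cycle 9 and 31376, 19557 and 39678 in ENU cycle 9. Control cycle 9 C lay far below ENU cycle 9 C, the reverse of their likeness over most genes. Whether reads of ribosomal RNA precursors enter these counts was not tested, which would need the reads, so the counts are not read as levels of a lincRNA. The cause was not tested, and no biological explanation was tested.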
